# The Absence of the Transcription Factor Yrr1p, Identified from Comparative Genome Profiling, Increased Vanillin Tolerance Due to Enhancements of ABC Transporters Expressing, rRNA Processing and Ribosome Biogenesis in *Saccharomyces cerevisiae*

**DOI:** 10.3389/fmicb.2017.00367

**Published:** 2017-03-16

**Authors:** Xinning Wang, Zhenzhen Liang, Jin Hou, Yu Shen, Xiaoming Bao

**Keywords:** budding yeast, vanillin tolerance, *YRR1*, *ADH7*, ABC transporters, rRNA processing, ribosome synthesis

## Abstract

Enhancing the tolerance of *Saccharomyces cerevisiae* to inhibitors derived from lignocellulose is conducive to producing biofuel and chemicals using abundant lignocellulosic materials. Vanillin is a major type of phenolic inhibitor in lignocellulose hydrolysates for *S. cerevisiae*. In the present work, the factors beneficial to vanillin resistance in yeast were identified from the vanillin-resistant strain EMV-8, which was derived from strain NAN-27 by adaptive evolution. We found 450 SNPs and 44 genes with InDels in the vanillin-tolerant strain EMV-8 by comparing the genome sequences of EMV-8 and NAN-27. To investigate the effects of InDels, InDels were deleted in BY4741, respectively. We demonstrated that the deletion of *YRR1* improved vanillin tolerance of strain. In the presence of 6 mM vanillin, deleting *YRR1* increase the maximum specific growth rate and the vanillin consumption rate by 142 and 51%, respectively. The subsequent transcriptome analysis revealed that deleting *YRR1* resulted in changed expression of over 200 genes in the presence of 5 mM vanillin. The most marked changes were the significant up-regulation of the dehydrogenase *ADH7*, several ATP-binding cassette (ABC) transporters, and dozens of genes involved in ribosome biogenesis and rRNA processing. Coincidently, the crude enzyme solution of BY4741(*yrr1*Δ) exhibited higher NADPH-dependent vanillin reduction activity than control. In addition, overexpressing the ABC transporter genes *PDR5, YOR1*, and *SNQ2*, as well as the RNA helicase gene *DBP2*, increased the vanillin tolerance of strain. Interestingly, unlike the marked changes we mentioned above, under vanillin-free conditions, there are only limited transcriptional differences between wildtype and *yrr1*Δ. This indicated that vanillin might act as an effector in Yrr1p-related regulatory processes. The new findings of the relationship between *YRR1* and vanillin tolerance, as well as the contribution of rRNA processing and ribosome biogenesis to enhancing *S. cerevisiae* vanillin tolerance, provide novel targets for genetic engineering manipulation to improve microbes’ tolerance to lignocellulose hydrolysate.

## Introduction

*Saccharomyces cerevisiae* is widely used in traditional ethanol production and shows promise as a cell factory for other chemical production because it is easily genetically manipulable, robust, and generally recognized as safe (Liu et al., 2009). In recent decades, much effort has been invested in producing ethanol and valuable chemicals with *S. cerevisiae* from lignocellulosic materials because these materials are the abundant renewable biomass resource on earth (Kim et al., 2015). The pretreatment process is critical for the effective use of lignocellulose because it is necessary to destroy the complicated structure of lignocellulose and to release monosaccharides. However, toxic chemicals, such as organic acids, furans, and phenolics, are unavoidably produced during pretreatment, and they inhibit the growth and metabolism of microorganisms in the subsequent fermentation process (Klinke et al., 2004; Liu, 2011). Among these toxic chemicals, the phenolics, which are produced from the segmental degradation of lignin, exhibit more toxicity than organic acids and furans to fermentation by *S. cerevisiae* (Klinke et al., 2004). Lignocellulose hydrolysate contains three kinds of phenolics, classified by the radicals they contain (para-hydroxyphenyl, guaiacyl, and syringyl). Vanillin is a typical guaiacyl phenolic (Klinke et al., 2004; Wang et al., 2016). It has been confirmed that in *S. cerevisiae*, vanillin triggers ROS accumulation, fractures the mitochondria and represses translation (Iwaki et al., 2013b; Nguyen et al., 2014a,b). To date, there are three strategies to improve the vanillin tolerance of *S. cerevisiae*. First, vanillin can be converted to the less-toxic vanillyl alcohol by certain reductases and dehydrogenases; therefore, identifying efficient reductases and dehydrogenases and overexpressing them has proven effective (Liu, 2011). Second, strains having higher ergosterol synthesis capacity show higher vanillin tolerance because higher levels of ergosterol enhance the fluidity and stability of the membrane (Endo et al., 2009). Finally, because vanillin causes cellular ROS accumulation (Nguyen et al., 2014a), high glutathione levels increase yeast robustness (Ask et al., 2013). Further studies are necessary to identify other effective strategies for improving the resistance of *S. cerevisiae* to vanillin.

In our previous study, a high vanillin-tolerant *S. cerevisiae* strain, EMV-8, was obtained via mutation induced by ethyl methanesulfonate (EMS) and then adaptive evolution in the hydrolysate. EMV-8 exhibited a high vanillin consumption rate and a high total antioxidant capacity (Shen et al., 2014). Furthermore, through transcriptome analysis of strain EMV-8 and subsequent gene overexpression tests, several dehydrogenases and reductases (*ZWF1, ALD6, YNL134C*, and *YJR096W*) were revealed to function in vanillin detoxification by converting vanillin to vanillyl alcohol (Wang et al., 2016). The functions of reductases and dehydrogenases in vanillin reduction were divided into two groups: ➀ have vanillin reduction activities (Adh6p, Adh7p, and proteins encoded by *YNL134C* and *YJR096W*); ➁ NADPH supply for vanillin reduction (Ald6p and Zwf1p). However, overexpressing these genes did not produce as much vanillin tolerance as observed in EMV-8. In this study, we sequenced the genome of EMV-8 and its parental strain, NAN-27. Several mutations were found. Among them, the absence of Yrr1p, a transcription factor, was demonstrated to improve tolerance to vanillin in strains with different genetic backgrounds. Then, the transcriptional differences between *yrr1*Δ and wildtype *S. cerevisiae* were compared to reveal the underlying mechanism.

## Materials and Methods

### Medium and Culture Conditions

Yeast extract peptone dextrose (YPD) medium (10 g L^-1^ yeast extract, 20 g L^-1^ tryptone, 20 g L^-1^ glucose) was used for activation, culture of host strains, and spot dilution growth (with 2% agar).

Synthetic complete medium (SD) or Sc-URA medium (1.7 g L^-1^ yeast nitrogen base, Sangon, China, 5 g L^-1^ ammonium sulfate, Sangon, China, CSM or CSM-URA, MP Biomedicals, Solon, OH, USA) was used for activation and batch fermentation of recombinant strains, supplying 20 g L^-1^ glucose. Vanillin was used as an inhibitor and was added in the medium as indicated. All of the cultures were grown at 30°C unless otherwise indicated.

### Strains and Plasmids

The *S. cerevisiae* industry strain NAN-27 (Zhang et al., 2010) and the vanillin-tolerant strain EMV-8, which was derived from NAN-27 (Shen et al., 2014), were the strains whose genomes were sequenced. Genetic manipulation including deletion and overexpression were mainly conducted in the lab strain BY4741 (*MATa, his3Δ1 leu2Δ met5Δ ura3Δ*, EUROSCARF, Germany). Deletion of *YRR1* was also conducted in CEN.PK2-1C (*MATa; ura3-52; trp1-289; leu2-3,112; his3Δ1; MAL2-8C; SUC2*, EUROSCARF, Germany). The genes for overexpression were amplified from the mutant strain EMV-8. *DBP2* was amplified from cDNA of BY4741. The gene deletion was performed using homologous recombination. The primers of this work are listed in Supplementary Table S1. The destruction cassette contained the *KanMX* expression cassette amplified from plasmid pUG6 (*Escherichia coli* plasmid with segment *LoxP–KanMX4–LoxP*) (Güldener et al., 1996) and the sequences that were homologous with the genes for knockout. The DNA fragments of the destruction cassettes were then transformed into the lab strain BY4741, and the mutants were screened in YPD medium with 800 mg L^-1^ G418. pJFE3 (Shen et al., 2012) is a 2 μ plasmid with the *TEF1* promoter, the *PGK1* terminator, and *URA3* as the selection marker. pJFE1 (developed in the laboratory) is a centromere plasmid with the *TEF1* promoter, the *PGK1* terminator, and the *URA3* expression cassette as the selection marker.

### Spot Dilution Growth Assay

A single colony was inoculated into 3 mL YPD medium and cultured for 12 h. The cultured cells were transferred into a fresh 10 mL of YPD medium with an initial OD_600_ of 0.2. After overnight culture, the cells were harvested and washed three times with ddH_2_O, followed by suspension in 1 mL of ddH_2_O for 9 h to consume endogenous substances. The suspended cells were normalized to an OD_600_ of 1.0. Then, 4 μl of 10-fold serial dilutions were spotted onto YPD or YPD with different concentrations of vanillin and incubated at 30°C for 1 days (for YPD) or 2–3 days (with vanillin in YPD).

### Fermentation

A single colony was cultured into 3 mL of SD or SC-URA for 24 h. Then, the cultures were transferred into 20 mL of fresh medium with OD_600_ at 0.2 for overnight culture. Then, the overnight-cultured cells were inoculated into 100-mL flasks with 40 mL of fermentation medium with an initial OD_600_ of 0.2. Then, the fermentation was performed at 30°C and 200 rpm.

### Calculation of Physiological Parameters

The biomass concentration was calculated with reference to the measured OD_600_-dry weight correlation. For BY4741, one unit of OD_600_ (detected by a BioPhotometer plus, Eppendorf, Germany) equals 0.18 g L^-1^ of biomass. The maximum growth rates were estimated as the linear regression coefficients of the ln (OD_600_) versus time during the exponential growth phase. Specific consumption rates of vanillin were calculated using the following equation:

$$r=\frac{A_{n}-A_{m}}{\frac{1}{2}\Sigma_{i=m+1}^{n}(B_{i}+B_{i-1})\times \left(t_{i}-t_{i-1}\right)}$$

where *r* is the specific consumption rate during the phase from sampling point *m* to sampling point *n*; *A*, *B*, and *t* are the metabolite concentration, biomass concentration, and time, respectively, at sampling points *n*, *i*, and *m*, as previously described (Peng et al., 2012).

### Analyses of Extracellular Fermentation Products

The concentrations of glucose and ethanol were measured using a Prominence LC-20A HPLC system (Shimadzu, Japan) furnished with an Aminex HPX-87H ion exchange column (Bio-Rad, USA) and refractive index detector RID-10A (Shimadzu, Japan), using 5 mmol L^-1^ H_2_SO_4_ as the mobile phase with a flow rate of 0.6 mL/min at 45°C (Eliasson et al., 2000). A BioSil-C18 column (Bio-Rad, USA) with a mobile phase of 40% aqueous methanol at a flow rate of 0.6 mL/min at room temperature was used to test the concentrations of vanillin and vanillyl alcohol by HPLC. The peaks were detected via ultraviolet detection (SPD-M20A) at 210 nm (Ji et al., 2011).

### Genome Sequencing

Genomic DNA was extracted from EMV-8 and NAN-27 using a yeast genome DNA extraction kit (Sangon Biotech, China) after yeast cells were harvested during the mid-log phase. Three paired-end genomic DNA libraries (200, 500, and 6000-bp) were constructed from NAN-27, and a 500-bp genomic DNA library was constructed from EMV-8. The library quality was assessed using the Qubit@ 2.0 Fluorometer (Thermo Scientific) and Agilent Bioanalyzer 2100 system. Finally, the library was sequenced on an Illumina HiSeq platform, and 125-bp paired-end reads were generated (an Illumina Hiseq2500 system).

### Transcriptome Analysis

The pre-cultured cells of BY4741 and BY4741(*yrr1*Δ) in SD medium were transferred into fresh SD or SD containing 5 mM vanillin with an initial OD_600_ of 0.2. The cells were harvested during the log phase (OD_600_≈1.6-2.0, vanillin content in the medium approximately 0.73∼0.78 g/L) and were quick frozen using liquid nitrogen. The UNIQ-10 Trizol RNA Purification Kit (Sangon Biotech, China) was used to extract total RNA. mRNA was isolated, fragmented, and then used as templates to synthesize cDNA. The short fragments were connected with adapters to obtain suitable fragments for PCR amplification. Ultimately, the libraries were sequenced by the Illumina HiSeq^TM^ 4000 (BGI Shenzhen, China). The differentially expressed genes were screened out according to the following criteria: Fold change ≥ 2 and FDR ≤ 0.001. All of the analyses were performed in biological duplicate. The transcriptome data were deposited in the NCBI Gene Expression Omnibus database (GEO accession number: GSE89854). Gene functions were annotated using the tool on *Saccharomyces genome database* (SGD)^1^.

### Enzyme Activity Assay

The strains were cultured in SD medium. The cells were collected when the OD_600_ reached 4.0. Then, the cells were disrupted using a Fast Prep cell homogenizer (Thermo Savant, Germany) with 33 mM Na_3_PO_4_ buffer (pH = 7.0) containing 0.5-mm glass beads and 1 mM PMSF, which was used to inhibit any protease activity. The supernatant was collected by centrifugation at 4°C for the enzyme activity assay (Larroy et al., 2002).

The vanillin dehydrogenase activity was measured using the assay described by Larroy (Larroy et al., 2002). The 0.6-mL reaction mixtures used to measure enzyme activities toward vanillin contained 33 mM sodium phosphate buffer (pH 7.0), 0.5 mM NADPH, and 1 mM vanillin (using cuvettes with 0.2-cm path length). The molar absorption coefficient (ε_365_) was 7.71 mM^-1^ cm^-1^ for vanillin plus NADPH. One unit (U) of enzyme activity is defined as the amount of enzyme that can reduce 1 μmol of NADPH plus vanillin in 1 min. The BCA protein assay reagent kit (Beyotime, China) was used to measure protein concentrations of crude enzyme solution. The specific enzyme activity (U mg^-1^ protein) refers to the enzyme activity per milligram of protein.

## Results

### Identification of the Mutations Affecting Vanillin Tolerance by Genome Sequencing and Growth Assay Screening

To identify the key genetic targets related to vanillin resistance, comparative genome analysis was performed between the vanillin-tolerant strain EMV-8 and its parent strain, NAN-27. The genome sequencing results identified a total of 450 non-synonymous SNPs in CDS and 44 CDS with InDels in strain EMV-8 compared to its parent strain, NAN-27. In the present work, we focused on genes with InDels. Using PCR amplification and sequence analysis, only seven genes with InDels were confirmed in the evolved strain (**Table 1**).

**Table 1:** Summary of InDels in the mutant strain EMV-8 compared with its parent strain, NAN-27.

Gene name	Mutations	Function
*MFG1*	Frameshift; damaged stop codon	Regulator of filamentous growth
*YNL195C*	Frameshift; deletion of 531 bp at the 3′ end	Protein of unknown function
*PAU17*	Frameshift; deletion of 91 bp within the gene	Protein of unknown function; member of the seripauperin multigene family encoded mainly in subtelomeric regions
*YVH1*	Deletion of 25 bp within the gene; truncation at 141 aa	Dual specificity protein phosphatase; regulates growth, sporulation, and glycogen accumulation in a cAMP-dependent protein kinase cascade dependent manner
*PPM2*	Frameshift; insertion of 6 bp within the gene; damaged stop codon	AdoMet-dependent tRNA methyltransferase
*YRR1*	Frameshift; truncation at 141 aa	Zn_2_-Cys_6_ zinc-finger transcription factor; activates genes involved in multidrug resistance
*RBG1*	Frameshift; deletion of 331 bp at the 5′ end; damaged start codon	Member of the DRG family of GTP-binding proteins; associates with translating ribosomes

To determine whether these InDel-containing genes influence vanillin tolerance in the mutant strain, these seven genes were separately knocked out in the lab strain BY4741. The growth profiles of the knock-out strains for these genes were tested using a spot dilution growth assay on media with or without vanillin (**Figure 1**).

**FIGURE 1:**
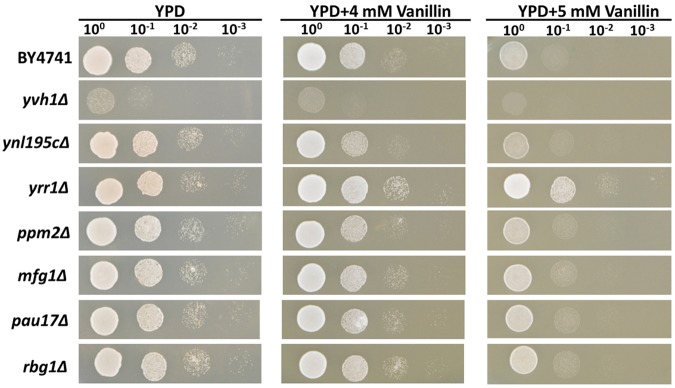
**Vanillin resistance profiles of BY4741 and its single-gene mutants.** The deletion mutants were derived from BY4741 and are shown with their genotypes. Four microliters of each 10-fold dilution with an initial cell OD_600_ = 1 was spotted on YPD (for 1 days) or YPD containing 4 or 5 mM vanillin (for 2–3 days).

### Nonsense Mutation of *YRR1* Increased the Vanillin Tolerance of *S. cerevisiae*, but Deleting its Paralog, *YRM1*, Did Not

Deleting *YRR1*, as by the addition of a stop codon at 409 bp that shortened the final protein product from 811 to 141 aa in EMV-8, notably enhanced the strain growth on the plates containing vanillin (**Figure 1**). Meanwhile, deleting other genes did not improve the vanillin tolerance of the strain. The maximum specific growth rates of BY4741(*yrr1*Δ) were, respectively, 23 and 142% faster than those of BY4741 with 5 and 6 mM vanillin in SD medium (**Figure 2** and **Table 3**).

**FIGURE 2:**
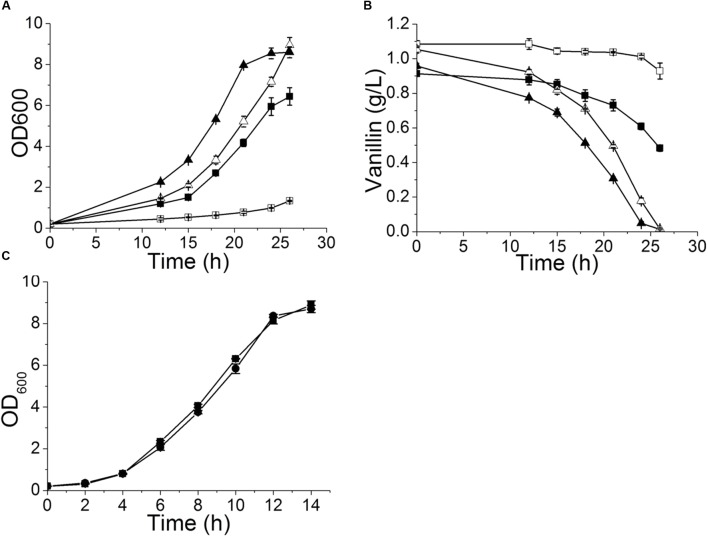
**Vanillin-resistance profiles of *yrr1*Δ and its parent strain in liquid medium.** The curves of growth **(A)** and vanillin consumption **(B)** when 5 or 6 mM vanillin was included in SD medium. Symbols: square, BY4741; triangle, BY4741(*yrr1*Δ); solid, SD with 5 mM vanillin; open, SD with 6 mM vanillin. **(C)** The growth curve in SD medium. Symbols: square, BY4741; circle, BY4741(*yrr1*Δ). The error bars indicate the standard deviation of independent triplicate experiments.

To confirm that deletion of *YRR1* was the decisive factor in vanillin detoxification, compensation of *YRR1* was performed. *YRR1* was inserted into the centromere plasmid pJFE1 under the control of the *TEF1* promoter and the *PGK1* terminator, producing the plasmid pJFE1-*YRR1*. Then, pJFE1-*YRR1* was transformed into the BY4741(*yrr1*Δ), resulting in the *YRR1-*compensated strain BY4741(*yrr1*Δ, pJFE1-*YRR1*). Strains BY4741(*yrr1*Δ, pJFE1) and BY4741(pJFE1) were also constructed and used as controls. The growth test result showed that the lag phase was much longer in BY4741(*yrr1*Δ, pJFE1-*YRR1*) and BY4741(pJFE1), which expressed *YRR1*, than in BY4741 (*yrr1*Δ, pJFE1). The maximum growth rates of BY4741(pJFE1), BY4741(*yrr1*Δ, pJFE1-*YRR1*), and BY4741(*yrr1*Δ, pJFE1) were 0.0867 ± 0.0014, 0.0887 ± 0.0031, and 0.1214 ± 0.0012, respectively. The compensation of *YRR1* prolonged the lag phase and the strain growth rate decreased by 27% in liquid Sc-ura with 6 mM vanillin (**Figure 3**).

**FIGURE 3:**
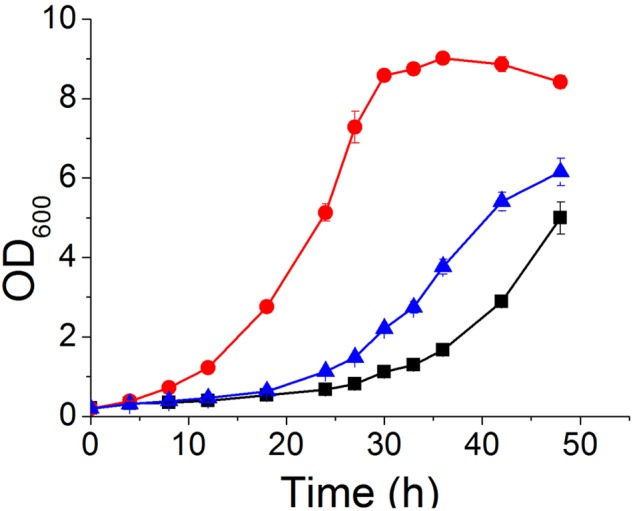
**Vanillin tolerance profiles of BY4741(pJFE1) (

), BY4741(*yrr1*Δ, pJFE1-*YRR1*) (

), and BY4741(*yrr1*Δ, pJFE1) (

) in liquid Sc-ura medium containing 6 mM vanillin.** Data are shown as the average value ± standard deviation of the biological triplicates.

To investigate whether the deletion of *YRR1* produced a general effect on vanillin tolerance, the strain CEN.PK2-1C (*yrr1*Δ), which has a genetic background different from that of BY4741, was constructed. This strain also exhibited obviously higher vanillin tolerance compared to the parent strain CEN.PK2-1C (**Figure 4A**). This result suggested that *YRR1* deletion may be an effective method for enhancing the vanillin tolerance of *S. cerevisiae*.

**FIGURE 4:**
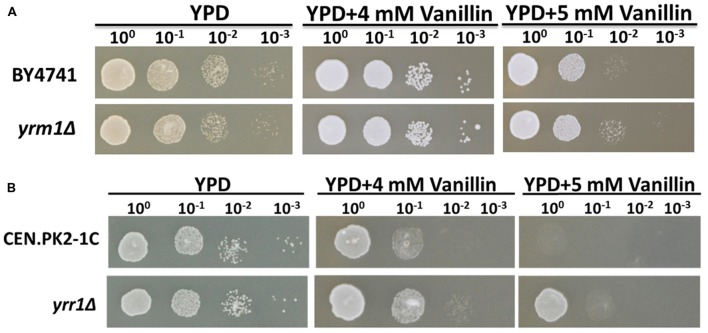
**Vanillin resistance profiles of** **(A)** BY4741 and BY4741(*yrm1*Δ) and **(B)** CEN.PK2-1C and CEN.PK2-1C(*yrr1*Δ). Four microliters of each 10-fold dilution with an initial cell OD_600_ = 1 was spotted on YPD (for 1 days) or YPD containing vanillin (for 2–3 days).

Yrr1p is a transcription factor containing a Zn_2_-Cys_6_ zinc-finger motif. *YRR1* is a paralog of *YRM1*, which also contains a Zn_2_-Cys_6_ zinc-finger motif. To investigate whether Yrm1p has a function in vanillin tolerance similar to that of Yrr1p, the effect of *YRM1* deletion was also studied. The deletion of *YRM1* did not improve vanillin resistance (**Figure 4B**), demonstrating that this protein has a different function from Yrr1p in this context.

### Transcriptome Analysis of BY4741 and BY4741(*yrr1*Δ) with and without Vanillin

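Poly(A) RNA from BY4741 and from its *YRR1* deletion strain BY4741(*yrr1*Δ) was sequenced in 4 conditions, each strain grown in SD and in SD with 5 mM vanillin, with 2 biological replicates per condition and 8 libraries in all. Levels are given as CPM, counts scaled to the size of the library. The cultures were started at an OD600 of 0.2 and harvested at 1.6 to 2.0. For each library the authors deposited the expected count of every gene, an estimate of the reads that came from it, without normalization, and its FPKM. They also deposited 1 table per comparison with the group means of FPKM, their log2 ratio and a score called Probability. The expected counts of a library summed to 2234847 and 2290802 in the 2 BY4741 replicates in SD (median 2262824.5), 2256946 and 2293365 in BY4741(*yrr1*Δ) in SD (median 2275155.5), 2195324 and 2305831 in BY4741 with vanillin (median 2250577.5), and 2453837 and 2341401 in BY4741(*yrr1*Δ) with vanillin (median 2397619). The files cover 5782 genes, of which 5506 were kept by edgeR's filterByExpr. The expected counts were rounded, scaled by TMM normalization and fitted in 1 model of the 4 conditions. Genes were called at the paper's limits, a fold change of at least 2 and an FDR of at most 0.001, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene with at most 3 counts in every library of a condition was treated as at the floor, and its fold change is given as a lower bound. Such bounds set the group at the floor to 3 counts in each library and take the mean of the other group as measured. They leave out the counting error of that mean and the spread of replicates, and PCR copies cannot be told from separate molecules. In the deletion strain, *YRR1* (YOR162C, chromosome XV from 639560 to 641992 in the R64 reference) had 2 and 1 counts in SD and 0 and 1 with vanillin. In BY4741 it had 77 and 73 counts in SD and 82 and 100 with vanillin, so that its level in BY4741(*yrr1*Δ) was at least 24.0-fold lower in SD and at least 36.0-fold lower with vanillin. The neighbouring genes *PNS1* and *DDP1* differed between the strains in SD by log2 fold changes of 0.67 and -0.14 (FDR = 0.999 for both from edgeR's quasi-likelihood test). With vanillin both were lower in BY4741(*yrr1*Δ), by log2 fold changes of -0.75 and -0.80 (FDR = 0.279 and 0.090 from edgeR's test). The value of *PNS1* was -0.19 without replicate 2 of BY4741 with vanillin and -1.17 without replicate 1 of BY4741(*yrr1*Δ) with vanillin. In SD it ran from 0.37 without replicate 2 of BY4741 to 1.05 without replicate 1, where that of *DDP1* ran from -0.26 to -0.020.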

To investigate the mechanism by which Yrr1p influences vanillin tolerance, the transcriptomic differences between BY4741 and BY4741(*yrr1*Δ) were analyzed in SD with 5 mM vanillin or without vanillin. The genes showing significant differential regulation under different conditions are listed in **Table 2**. 

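The authors' deposited tables call 8 genes between the strains in SD (6 up and 2 down), 240 genes in BY4741 in response to vanillin (139 up and 101 down), 357 in BY4741(*yrr1*Δ) (183 up and 174 down) and 217 between the strains with vanillin (137 up and 80 down). Every gene in the authors' deposited lists of calls has a Probability of at least 0.8 and an absolute log2 ratio of at least 1, and the largest Probability of any gene was 0.904, 0.988, 0.985 and 0.983 in these comparisons. Of the genes tested here, the authors' calls held 7, 236, 356 and 215 in these comparisons. Under the limits of the present fit 0, 10, 15 and 0 of them were called, and 0, 120, 261 and 26 had an FDR of at most 0.05 from edgeR's quasi-likelihood test. An unadjusted p under 0.05 from the same test was reached by 71.4%, 91.1%, 93.3% and 90.7% of them. Across genes, which are not independent replicates, the log2 ratios in the authors' deposited tables and the log2 fold changes of the fit had Pearson correlations of 0.994, 0.997, 0.988 and 0.984.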

Genes that are underlined are down-regulated; the others are up-regulated. The genes for which 2 ≥ fold change ≥ 1.5 are marked with “^∗^”. Other genes listed in the table are those for which fold change ≥ 2.

**Table 2:** The vanillin response genes and the genes significantly regulated by Yrr1p with and without vanillin stress.

Function	BY4741 vs. BY4741(*yrr1*Δ)	BY4741 in response to 5 mM vanillin	BY4741(*yrr1*Δ) in response to 5 mM vanillin	BY4741 *vs.* BY4741(*yrr1*Δ) in the presence of 5 mM vanillin in the culture medium
Ribosome biogenesis	None	*BRX1, MAK16, NOP12, NOP4, PUF6, SSF1,BFR2, NEW1,NSR1,UTP5*	*ERB1, HAS1, IMP4, MPP10, NOB1, NOG1, NOP2, NOP7, SDA1*	*BMS1, DIP2, MPP10, NAN1, NOG1, NOG2, NOP4, NOP58, NUG1, PWP2, RIO1, SNU13, UTP13, UTP14, UTP18, UTP21, UTP4, UTP5, UTP9, NMD3, MPP10*
rRNA processing	None	*BFR2, DBP2, MAK16, NOP12, NOP4, NSR1, RRP17, SSF1, UTP5*	*DBP10, DBP2, DBP3, DRS1, ERB1, ESF1, HAS1, IMP4, IPI3, KRI1, LRP1, MPP10, MRD1, MTR4, NAN1, NOB1, NOC4, NOG1, NOP2, NOP7, NSR1, NUG1, PRP43, PWP1, RIO2, RLP7, RPF1, RRP8, SAS10, SPB1, SSF1, TSR1, TSR4*	*BFR2, BMS1, DBP10, DBP2, DBP3, DBP9, DIP2, DRS1, ENP1, ERB1, HAS1, HCA4, IPI3, MAK16, MPP10, MRD1, MTR3, MTR4, NAN1, NOC3, NOC4, NOG1, NOP12, NOP14, NOP2, NOP4, NOP58, NOP7, NSA2, NSR1, NUG1, PRP43, PUS7, PWP1, PWP2, RIO1, RIX1, RPF1, RPF2, RRP12, RRP17, RRP8, SAS10, SNU13, SOF1, SPB1, SSF1, TSR1, UTP13, UTP14, UTP18, UTP21, UTP30, UTP4, UTP5, UTP9*
Dehydrogenase	None	*ADH7, OYE2, ADH1, YPL088W*	*ADH7, OYE2, ADH2, YPL088W ADH1*	*ADH7*
ATP-binding cassette (ABC) transporter	None	*PDR5, SNQ2, YOR1^∗^*	*PDR5, SNQ2^∗^, YOR1*	*PDR5^∗^*
Other	*FMP45, YBR230W-A, YCL048W-A, SCS3, CAR2, UTH1, YIL002W-A,PMP3*	*HXT1, HXT2, HXT3, HXT4, HSP30, CMK2*	*HXT1, HXT2, HXT3, HXT4, HSP30, CMK2*	*TIF4631, NIP1*

*^∗^The genes for which 2 ≥ fold change ≥ 1.5.*

**Table 3:** Maximum specific growth rate and specific consumption rate for vanillin in *yrr1*Δ and BY4741.

Strains	SD medium	SD with 5 mM vanillin		SD with 6 mM vanillin	
			
	μ_max_ (h^-1^)	μ_max_ (h^-1^)	Specific consumption rate for vanillin (g g^-1^ h^-1^)	μ_max_ (h^-1^)	Specific consumption rate for vanillin (g g^-1^ h^-1^)
BY4741	0.355 ± 0.003	0.144 ± 0.003	0.044 ± 0.002	0.064 ± 0.001	0.055 ± 0.021
*yrr1*Δ	0.351 ± 0.010	0.178 ± 0.001	0.061 ± 0.001	0.155 ± 0.004	0.083 ± 0.007

When the cells were cultured in SD medium with no vanillin stress, the transcriptome differences between BY4741 and BY4741(*yrr1*Δ) were very small. 

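In SD, 0 genes met the limits between BY4741(*yrr1*Δ) and BY4741, and 98 of 5506 had an unadjusted p under 0.05. At an FDR of at most 0.05 there was 1 gene, the deleted *YRR1* itself (FDR = 0.0059 from edgeR's quasi-likelihood test). Among the alternatives set before the data were examined, a test with counting error alone moved the number at the limits most, from 0 to 30 genes. The share of genes whose 2 replicates did not overlap between the strains was 25.7%, where chance gives 33.3%. The replicates of 1 strain differed widely here: the differences between replicates 1 and 2 of BY4741 and of BY4741(*yrr1*Δ) in SD had a correlation of -0.58 across genes. In a fit of these 4 libraries that paired replicate 1 of one strain with replicate 2 of the other, a choice made after seeing this correlation, 14 genes met the limits and 576 had an unadjusted p under 0.05, against 0 and 53 with no pairing and 0 and 22 with equal numbers paired.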

Only eight genes showed obviously different expression (**Figure 5**), and these genes do not share any functions. 

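The genes named for this comparison in Table 2 and Table 5 were *FMP45*, *CAR2*, *SCS3*, *UTH1*, YBR230W-A (*COQ21* in the annotation) and YCL048W-A as higher in BY4741(*yrr1*Δ), and YIL002W-A (*CMI7*) and *PMP3* (YDR276C) as lower. In the fit the first 6 had positive log2 fold changes, 1.54 for *FMP45* (standard error 0.41), 1.64 for *CAR2*, 1.16 for *SCS3*, 1.17 for *UTH1*, 1.91 for *COQ21* and 1.45 for YCL048W-A, each with an FDR of 0.999 from edgeR's quasi-likelihood test. With 1 library left out these values ran from 0.87 to 2.00 for *FMP45*, from 0.57 to 2.29 for *CAR2* and from 0.10 to 1.77 for *SCS3*, the lowest of each without replicate 1 of BY4741(*yrr1*Δ) in SD. They ran from 1.21 without replicate 2 of BY4741 in SD to 3.30 without replicate 1 for *COQ21*, and from 0.71 without replicate 1 of BY4741 to 2.95 without replicate 2 for YCL048W-A. Replicate 1 of BY4741(*yrr1*Δ) in SD held the higher count of *UTH1*, 1591 against 471 in replicate 2, and without that library its log2 fold change was -0.12. *CMI7* had 15 and 5 counts in BY4741 and 2 and 1 in BY4741(*yrr1*Δ), at least 3.19-fold lower. *PMP3*, which had too few counts to be tested, had 9 and 4 counts in BY4741 and 1 and 2 in BY4741(*yrr1*Δ), at least 2.08-fold lower. Both bounds use the mean of the BY4741 replicates and would be smaller for replicate 2 alone.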

Next, we analyzed how the strains responded to vanillin stress. BY4741 and BY4741(*yrr1*Δ) gave similar response, for each strain, over 200 genes showed differential expression when vanillin was present compared to vanillin free condition. 

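In BY4741, 10 genes met the limits with vanillin against SD (9 up and 1 down) and 150 met a fold change of 2 at an FDR of 0.05 (112 up and 38 down). In BY4741(*yrr1*Δ) these numbers were 15 (6 up and 9 down) and 407 (156 up and 251 down). The test with counting error alone called 353 and 579 genes. DESeq2's Wald test called 111 and 213. The share of genes whose replicates did not overlap between SD and vanillin was 54.0% in BY4741 and 55.0% in BY4741(*yrr1*Δ), against the same share by chance as in SD. Of the 694 genes with an FDR of at most 0.05 in at least 1 strain, 524 changed in the same direction in both. The limits were met in both strains by 5 genes, and a fold change of 2 at an FDR of 0.05 by 79, all 79 in the same direction. Across the 5506 genes, which are not independent replicates, the log2 fold changes of the strains had a Pearson correlation of 0.35 and a Spearman correlation of 0.15. Among the genes past the limits the largest increase was that of *MCH2*, with log2 fold changes of 5.70 in BY4741 and 6.73 in BY4741(*yrr1*Δ) (FDR = 2.0e-04 and 8.1e-05 from edgeR's quasi-likelihood test). In the authors' deposited tables *MCH2* ranks 2 by increase in each strain. *INO1* rose by 4.65 and 2.85. *HSP12* fell by 4.02 and 5.72 on the log2 scale. The other genes with the largest changes past the limits were *SNQ2*, *PDC5* and YLR046C in BY4741, and *ADH7*, *PDR5*, *YHB1*, *ZPS1*, *MSC1*, *TKL2* and *FMP16* in BY4741(*yrr1*Δ), where *FMP16* was at the floor with vanillin and at least 36.6-fold lower than in SD.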

When vanillin was present, dehydrogenases and ATP-binding cassette (ABC) transporters were up-regulated in both strains. This may be a general mechanism for resistance to vanillin stress in *S. cerevisiae*. 

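Among the dehydrogenase genes of Table 2 other than *ADH7*, *OYE2* rose with vanillin by a log2 fold change of 1.28 (standard error 0.18, FDR = 0.0060 from edgeR's quasi-likelihood test) in BY4741 and by 1.19 (FDR = 0.0057) in BY4741(*yrr1*Δ). YPL088W rose by 1.57 (FDR = 0.019 from edgeR's test) and 1.16 (FDR = 0.031). *ADH1* rose by 1.95 (FDR = 0.032 from edgeR's test) and 1.20 (FDR = 0.074), and its replicates differed by an SD of 0.52 on the log2 scale. *ADH2* changed by 0.58 (FDR = 0.475 from edgeR's test) in BY4741 and by 0.55 (FDR = 0.404) in BY4741(*yrr1*Δ), where it was -0.030 without replicate 2 of BY4741(*yrr1*Δ) in SD. *ADH6*, which the paper names as a homologue of *ADH7*, changed by 0.17 and 0.52 (FDR = 0.715 and 0.161 from edgeR's test), and by -0.028 in BY4741 without its replicate 2 with vanillin. Among the other genes of Table 2, *HSP30* rose by 2.37 and 2.46 (FDR = 0.0037 and 0.0021 from edgeR's test) in BY4741 and BY4741(*yrr1*Δ) and *CMK2* by 1.24 and 1.74 (FDR = 0.017 and 0.0030), while *HXT1* fell by 2.77 and 1.95 on the log2 scale (FDR = 0.021 and 0.032). *HXT3* changed by 1.34 in BY4741 (FDR = 0.215 from edgeR's test), and by 0.89 without its replicate 1 in SD. Its change in BY4741(*yrr1*Δ) was 1.94 (FDR = 0.049 from edgeR's test), with a range from 1.14 without replicate 1 with vanillin to 2.76 without replicate 1 in SD. *HXT2* and *HXT4* changed by -0.96 and 1.69 in BY4741 (FDR = 0.518 and 0.340 from edgeR's test). With each library left out they ran from -1.35 to -0.48 and from 1.08 to 2.16. In BY4741(*yrr1*Δ) they had log2 fold changes of 1.04 and 1.25, which were -0.90 and -1.27 without replicate 1 with vanillin.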

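The column of Table 2 for the strains with vanillin holds 58 genes for ribosome biogenesis and rRNA processing, chosen by the study on these samples. A second list of 61 tested genes was fixed before the data were examined, by symbols starting with UTP, NOP, RRP, NOC, RPF, NOG or NSA followed by digits. With vanillin, the median log2 fold change of the Table 2 list was -0.74 in BY4741 and 0.93 in BY4741(*yrr1*Δ), with all 58 genes lower in BY4741 and all 58 higher in BY4741(*yrr1*Δ). The list chosen by symbol had medians of -0.63 and 0.73, and its 37 genes that are in no ribosome column of Table 2 had medians of -0.49 and 0.58. Replicates of a condition differed in the median by an SD of 0.54 for the Table 2 list and 0.45 for the list chosen by symbol. The 2 BY4741 replicates in SD lay far apart. Without replicate 2 the medians in BY4741 were -0.032 and -0.066, and without replicate 1 they were -1.23 and -1.07. With limma's camera test and its preset correlation of 0.01, both lists passed an FDR of 0.05 in both strains (FDR = 3.6e-08 and 2.7e-12 for the Table 2 list, 1.9e-07 and 1.1e-08 for the other). With limma's fry test neither did (FDR = 0.451 and 0.252, and 0.443 and 0.277), nor with the correlation estimated from the data (FDR = 0.496 and 0.441, and 0.496 and 0.489). Camera with the estimated correlation passed for none of the lists tested in any comparison, where its smallest FDR was 0.066. Of the 58 genes, 0 in BY4741 and 3 in BY4741(*yrr1*Δ) had an FDR of at most 0.05 over all genes tested, with 11 and 26 at an unadjusted p under 0.05. Adjusted over the list alone the numbers were 0 and 1, which is not independent evidence because the study chose the list on these samples. In the other list 1 and 4 genes passed over all genes tested, and 0 and 0 adjusted over the list alone, with 11 and 21 at an unadjusted p under 0.05.

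**Figure D1:**
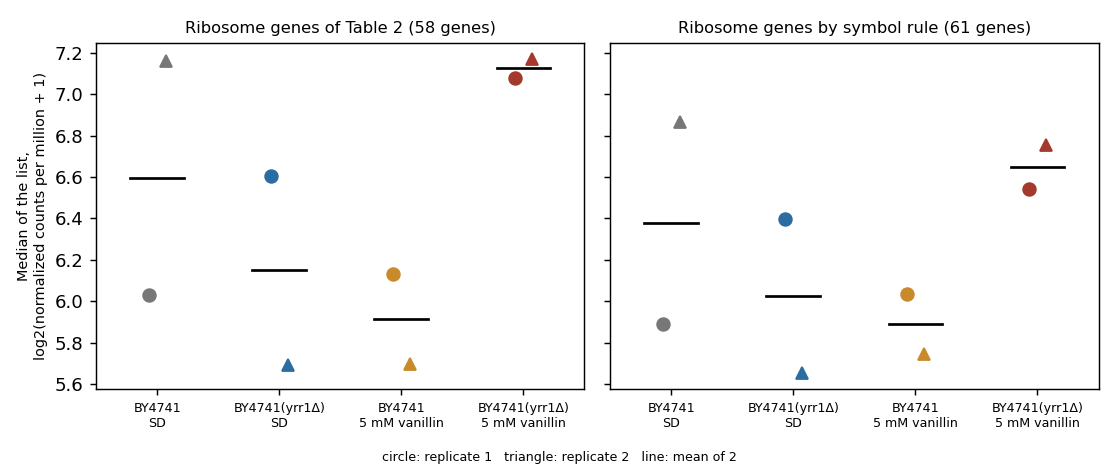
Median level of 58 ribosome genes of Table 2 (left) and 61 ribosome genes chosen by symbol (right) in each of the 8 libraries, in log2 of normalized CPM plus 1, by strain and medium, with circles for replicate 1, triangles for replicate 2 and a line for their mean. In SD the BY4741 replicates of the Table 2 list sit at 6.03 and 7.16 and those of BY4741(*yrr1*Δ) at 6.61 and 5.69, while with vanillin they sit at 6.13 and 5.70 and at 7.08 and 7.17.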

Interestingly, genes involved in ribosome biogenesis and rRNA processing were significantly down-regulated in BY4741, while these genes and other related genes were significantly up-regulated in BY4741(*yrr1*Δ). This result suggested that the vanillin may decrease cell growth by repressing ribosome biogenesis and rRNA processing, thereby decreasing protein synthesis, and deleting *YRR1* may restore these processes. 

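To see what a pick by fold change alone can give, counts with no difference between conditions in any gene were simulated 20 times. Each time the 58 genes with the highest fold change between the strains with vanillin were picked. The mean of their medians with vanillin against SD was -0.66 in BY4741 (from -0.79 to -0.52) and 0.39 in BY4741(*yrr1*Δ) (from 0.23 to 0.63). Table 2 lists its 58 genes by function and they are not the top genes by fold change, so these values do not measure that choice. From a decrease in BY4741 and an increase in BY4741(*yrr1*Δ), the paper proposes that vanillin represses ribosome biogenesis and rRNA processing and thereby protein synthesis and growth, and that deleting *YRR1* restores these processes.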

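Between the strains with vanillin, the 58 ribosome genes of Table 2 had a median log2 fold change of 1.17 and all were higher in BY4741(*yrr1*Δ), 48 of them by at least 2-fold. The list chosen by symbol had a median of 1.03, with 59 of 61 genes higher, and its genes that are not in Table 2 had a median of 0.74. Camera with the preset correlation gave FDR = 1.1e-21 and 2.3e-16. Limma's fry test gave FDR = 0.238 and 0.239, and camera with the estimated correlation gave FDR = 0.437 for both. Over all genes tested, 0 genes of either list had an FDR of at most 0.05, and 50 and 37 had an unadjusted p under 0.05. The smallest FDR was 0.073 in the first list and 0.088 in the second, from edgeR's quasi-likelihood test. Adjusted over the list alone, 47 of the 58 and 11 of the 61 passed, and the first count is not independent evidence, since the study picked those genes from this comparison. The second count is independent only in part, since all but 37 of the 61 genes are also in the ribosome columns of Table 2. In the simulations, which picked the 58 highest fold changes in this comparison, the mean of the medians was 1.00 (from 0.90 to 1.06). The genes of Table 2 were not picked by that rule, so the median of 1.17 cannot be judged against it. With each of the libraries left out in turn, the medians stayed from 1.00 to 1.34 and from 0.82 to 1.19.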

The marked up-regulation of ribosome biogenesis and rRNA processing in BY4741(*yrr1*Δ) compared with BY4741 in the presence of 5 mM vanillin in the culture medium also supports this model. Based on these findings, more experiments were performed to further investigate how Yrr1p affects the vanillin tolerance of *S. cerevisiae*.

**FIGURE 5:**
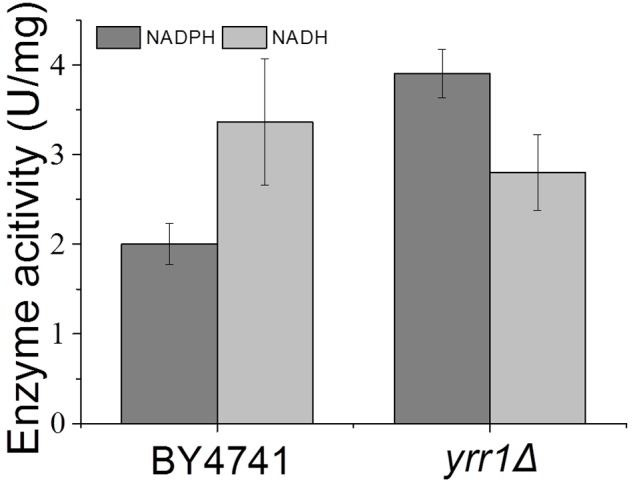
**Crude enzyme activities using vanillin as the substrate.** Error bars indicate the standard deviation of three independent replicates.

### *ADH7* Expression Was Induced by Vanillin, Especially in the Absence of *YRR1*

Adh7p, a NADPH-dependent medium-chain alcohol dehydrogenase, has been reported to have reductase activity and to convert vanillin to vanillyl alcohol (Nguyen et al., 2015). 

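*ADH7* (YCR105W, chromosome III from 309070 to 310155 in the R64 reference) had 11.02 ± 3.95 (SD, n = 2) normalized CPM in BY4741 in SD and 94.8 ± 20.7 (SD, n = 2) with vanillin, a log2 fold change of 3.10 (standard error 0.31, FDR = 0.0015 from edgeR's quasi-likelihood test). In BY4741(*yrr1*Δ) it had 15.3 ± 1.44 (SD, n = 2) in SD and 588 ± 125 (SD, n = 2) with vanillin, a log2 fold change of 5.26 (standard error 0.31, FDR = 8.1e-05 from the same edgeR test). The rise in BY4741 is past the FDR of 0.05 and short of the limit of 0.001. Without vanillin the strains differed by 0.47 (FDR = 0.999 from edgeR's test), from 0.15 to 0.88 with each library left out.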

In both BY4741 and BY4741(*yrr1*Δ), the expression of *ADH7* was up-regulated in the presence of vanillin, which was consistent with the report that *ADH7* was inducible under severe vanillin stress (Nguyen et al., 2015). However, in BY4741(*yrr1*Δ), the increase in *ADH7* was eight times that in BY4741. 

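The difference of *ADH7* between vanillin and SD, in normalized CPM, was 6.83 times as large in BY4741(*yrr1*Δ) as in BY4741. With each library left out in turn it was from 5.78 to 8.28 times, and with the deposited FPKM it was 7.81 times. The ratio of the fold changes was 4.46. The interaction of strain and vanillin was 2.16 on the log2 scale (standard error 0.43, FDR = 0.101 from edgeR's quasi-likelihood test, from 0.0024 to 0.169 over the alternatives).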

The deletion of *YRR1* significantly increased the specific consumption rate of vanillin by 39 and 51% in SD with 5 and 6 mM vanillin, respectively (**Figure 2**). In BY4741(*yrr1*Δ), 6 mM vanillin was completely reduced within 26 h, while at that time point, only ∼10% of the vanillin was reduced by BY4741. Furthermore, in the enzyme activity assay, the cell-free extract of the BY4741(*yrr1*Δ) exhibited 95% higher NADPH-dependent reductase activity toward vanillin than did BY4741, while the cell-free extract of the BY4741(*yrr1*Δ) exhibited no NADH-dependent reductase activity compared to the control (**Figure 5**). Together, these results suggested that the up-regulation of *ADH7* might be one reason why deleting *YRR1* enhanced the strain tolerance to vanillin. To verify whether this is the only reason, we constructed the BY4741(*adh7Δyrr1*Δ). Interestingly, the *adh7Δyrr1*Δ strain still grew better than BY4741 in the presence of vanillin (**Figure 6**). Therefore, there are other mechanisms related to vanillin tolerance in the BY4741(*yrr1*Δ).

**FIGURE 6:**
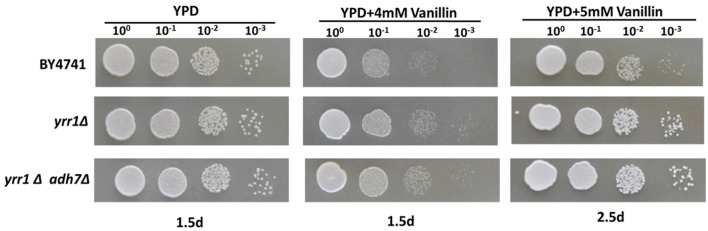
**Vanillin resistance profiles of BY4741, *yrr1Δ*, and *yrr1Δadh7*Δ.** Each test was repeated three times.

### Deleting *YRR1* Increased the Vanillin Tolerance of the Strain via the Increased Expression of Multidrug Transporters

The multidrug resistance proteins Pdr5p, Yor1p, and Snq2p occur in the plasma membrane and belong to the ABC transporter superfamily, members of which export a diverse range of intracellular compounds using the energy supplied by ATP hydrolysis (Ananthaswamy et al., 2010; Guo et al., 2012). The transcriptional levels of *PDR5, YOR1*, and *SNQ2* in both BY4741 and BY4741(*yrr1*Δ) were significantly up-regulated under vanillin stress, and the degree of up-regulation of *PDR5* in BY4741(*yrr1*Δ) was notably greater than that in BY4741. Moreover, in our previous transcriptome analysis comparing EMV-8 with NAN-27, several multidrug transporters were expressed at markedly higher levels in EMV-8 than in NAN-27, including Pdr10p (6.2 times) and Yor1p (3.6 times). 

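*PDR5* (YOR153W) rose with vanillin by a log2 fold change of 2.45 (standard error 0.18, FDR = 2.5e-04 from edgeR's quasi-likelihood test) in BY4741 and of 2.84 (FDR = 9.8e-05) in BY4741(*yrr1*Δ), and *SNQ2* (YDR011W) by 3.13 (FDR = 1.5e-04 from edgeR's test) and 1.51 (FDR = 0.0028). *YOR1* (YGR281W) rose by 0.66 (FDR = 0.118 from edgeR's test) and 0.85 (FDR = 0.029), and the authors' deposited tables do not call it in either strain. The response of *PDR5* was larger in BY4741(*yrr1*Δ) by 0.39 (FDR = 0.378 for the interaction from edgeR's test), which ranged from 0.20 to 0.58 with each library left out. The response of *SNQ2* was smaller in BY4741(*yrr1*Δ), with an interaction of -1.62 (FDR = 0.079 from edgeR's test, from 2.1e-04 to 0.169 over the alternatives). *PDR10* rose by 0.48 and 0.76 (FDR = 0.233 and 0.039 from edgeR's test).

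**Figure D2:**
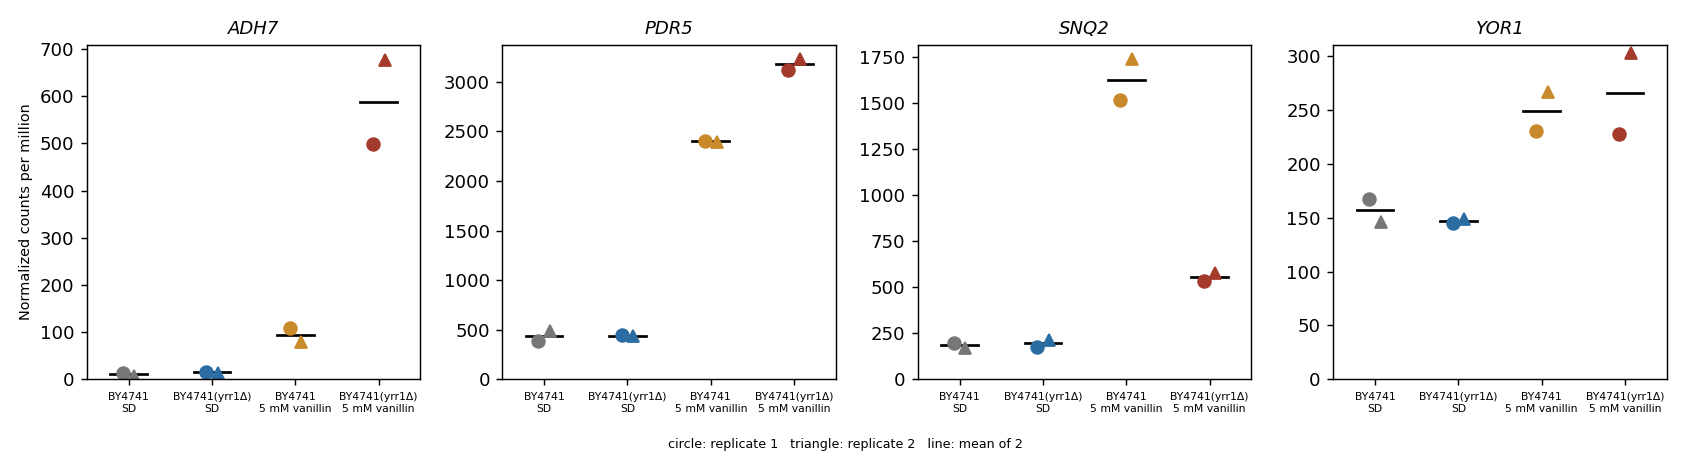
Normalized CPM of *ADH7*, *PDR5*, *SNQ2* and *YOR1* in each library by strain and medium, with circles for replicate 1, triangles for replicate 2 and a line for their mean. With vanillin, *SNQ2* sits at 1514 and 1737 in BY4741 and at 535 and 579 in BY4741(*yrr1*Δ), while *PDR5* sits at 2403 and 2395 and at 3116 and 3231 (each rounded).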

Next, the abovementioned genes related to multidrug resistance were overexpressed in the lab strain BY4741. In Sc-ura medium, the strain overexpressing *PDR5* and *PDR10* grew much more slowly than the control BY4741(pJFE3) (**Figure 7C**). Nonetheless, when vanillin was present, the strain overexpressing *PDR5*, *YOR1*, and *SNQ2* grew markedly faster than control (**Figures 7A,B**) and had a shorter lag phase which was defined as the time before OD_600_ reached 1.0 (**Table 4**).

**Table 4:** Maximum specific growth rate and specific consumption rate for vanillin of recombinant strains.

Strains	SD medium	SD with 6 mM vanillin		
		
	μ_max_ (h^-1^)	μ_max_ (h^-1^)	Specific consumption rate for vanillin (g g^-1^ h^-1^)	Lag phase^∗^ (h)
BY4741(pJFE3)	0.290 ± 0.005	0.0980 ± 0.0009	0.035 ± 0.001	∼30
BY4741(*PDR5*)	0.2190 ± 0.008	0.0808 ± 0.0008	0.030 ± 0.002	<24
BY4741(*SNQ2*)	0.208 ± 0.000	0.0704 ± 0.0001	0.029 ± 0.002	∼24
BY4741(*YOR1*)	0.290 ± 0.009	0.0828 ± 0.0011	0.035 ± 0.002	∼24
BY4741(*PDR10*)	0.208 ± 0.007	0.0773 ± 0.0011	0.037 ± 0.001	∼24

*^∗^The time when OD_*600*_ reached 1.0.*

**FIGURE 7:**
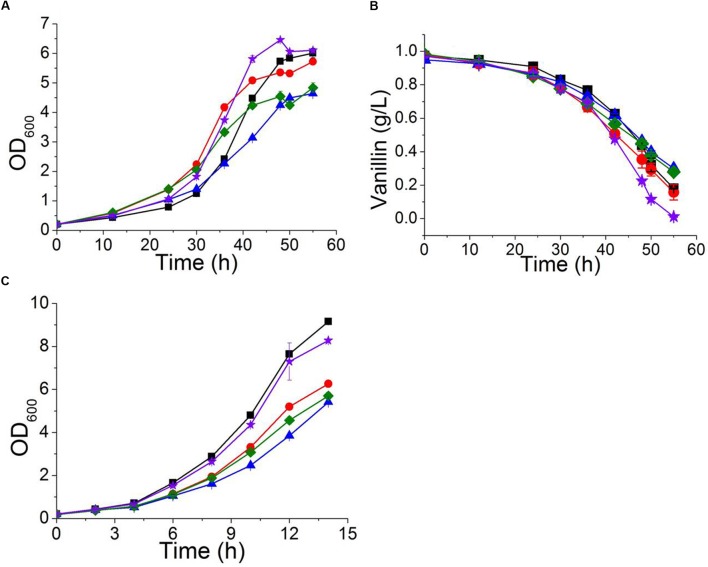
**The characteristics of strains overexpressing *PDR5* (

); *PDR10* (

); *SNQ2* (

); and *YOR1* (

), as well as the control BY4741(pJFE3) (

) in Sc-ura with 6 mM vanillin** **(A,B)** and in Sc-ura without vanillin **(C)**. Data are shown as the mean ± standard deviation of independent triplicate experiments.

### Deleting *YRR1* Increased the Vanillin Tolerance of the Strain via the Enhancement of Ribosome Biogenesis and rRNA Processing

Ribosomes are responsible for protein synthesis in the cell (Pelava et al., 2016). Reduced or abnormal ribosome production occurs in response to cellular stress and leads to decreased growth and metabolic capacity of the strain (Nomura, 1999). 

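The column of Table 2 for the response of BY4741 names 12 genes of ribosome biogenesis and rRNA processing, chosen by the study on these samples. All 12 were lower with vanillin, with a median log2 fold change of -1.14, and 8 of them by at least 2-fold. Without replicate 2 of BY4741 in SD the median was -0.45, and without replicate 1 it was -1.60. At an FDR of 0.05 over all genes tested 0 passed from edgeR's quasi-likelihood test, where the smallest FDR was 0.062 and 7 had an unadjusted p under 0.05. Adjusted over the list alone 7 passed, which is not independent evidence for genes the study picked from this comparison. Limma's fry test gave FDR = 0.256 for the list.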

Our transcriptional analysis result indicated that ribosome biogenesis and rRNA processing were repressed by vanillin in wildtype *S. cerevisiae*. Deleting *YRR1* increased the expression of genes related to ribosome biogenesis and rRNA processing when vanillin was present. 

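The column of Table 2 for the response of BY4741(*yrr1*Δ) names 34 such genes. All 34 were higher with vanillin in that strain, with a median log2 fold change of 1.05 and 20 of them at least 2-fold. The authors' deposited table calls all 34 up in this comparison, so that the choice set their direction. Of them 3 had an FDR of at most 0.05 over all genes tested. Adjusted over the list alone 12 passed, which is not independent evidence for genes the study picked from this comparison. The median was 0.68 without replicate 2 of BY4741(*yrr1*Δ) in SD and 1.66 without replicate 1. Between the strains in SD the same 34 genes had a median of -0.53, which turned to 0.21 without replicate 2 of BY4741 in SD and was -1.09 without replicate 1 of BY4741(*yrr1*Δ) in SD.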

Nine RNA helicases, including *DBP2*, *DBP3*, *DBP9, DBP10, PRP43, MTR4, HAS1*, *DHH1*, and *DRS1*. It was reported that the proteins encoding by these genes are participated in ribosome biogenesis, rRNA processing, and translation initiation (Rodriguez-Galan et al., 2013), were identified from dozens of markedly up-regulated genes in the comparison between BY4741 and BY4741(*yrr1*Δ). 

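The 9 helicase genes had a median log2 fold change of 1.14 between BY4741(*yrr1*Δ) and BY4741 with vanillin, and all 9 were higher, 8 by at least 2-fold. Over all genes tested 0 had an FDR of at most 0.05 from edgeR's quasi-likelihood test, where the smallest was 0.097, and 7 had an unadjusted p under 0.05. Adjusted over the list alone 6 passed, which is not independent evidence for genes the study picked from this comparison. With vanillin their median was -0.67 in BY4741, where it was -0.057 without replicate 2 in SD and -1.21 without replicate 1. It was 1.02 in BY4741(*yrr1*Δ), from 0.71 without replicate 2 in SD to 1.66 without replicate 1.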

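*DBP2* (YNL112W, chromosome XIV from 413639 to 416281 in the R64 reference) had 306 and 1262 counts in the 2 BY4741 replicates in SD and 344 and 197 with vanillin. In BY4741(*yrr1*Δ) it had 854 and 166 counts in SD and 1538 and 852 with vanillin. Its log2 fold change with vanillin was -1.42 in BY4741 (standard error 0.82, FDR = 0.388 from edgeR's quasi-likelihood test) and 0.98 in BY4741(*yrr1*Δ) (FDR = 0.451), and the replicates differed by an SD of 1.23 on the log2 scale. With replicate 2 of BY4741 in SD left out the value in BY4741 was -0.057, and the value in BY4741(*yrr1*Δ) ran from 0.20 without its replicate 2 in SD to 2.74 without replicate 1. *DBP2* ranked 47 of 5506 genes by decrease in BY4741 and 1 among the 58 ribosome genes of Table 2. Among the 1347 genes that were lower in BY4741 and higher in BY4741(*yrr1*Δ) by any size, it ranked 4. In the authors' deposited tables 5 genes are called down in BY4741 and up in BY4741(*yrr1*Δ), and *DBP2* ranks 1 among them by its log2 ratio in BY4741.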

To further confirm whether enhancing ribosome biogenesis and rRNA processing can increase the vanillin tolerance of a strain, the gene *DBP2*, which encodes an ATP-dependent RNA helicase that functions in mRNP assembly (Ma et al., 2013) and is the gene most significantly down-regulated in BY4741 under vanillin stress but up-regulated in *yrr1*Δ, was overexpressed in BY4741. Although the maximum specific growth rate of BY4741(*DBP2*) was decreased by 15% compared to the control under vanillin-free conditions, in the presence of vanillin, the growth and metabolic characteristics of BY4741(*DBP2*) were better than those of the control. In SD medium containing 6 mM vanillin, the maximum specific growth rate of strain overexpressing *DBP2* was 7% higher than that of the control. The OD_600_ of the *DBP2*-overexpressing strain reached 1.0 and 2.0 after only 24 and 30 h, respectively, while reach the same biomass in the control required 30 and 40 h, respectively. The specific vanillin consumption rate of the strain overexpressing *DBP2* was 0.062 ± 0.002 g g^-1^ h^-1^, which was 59% higher than that of the control (0.039 ± 0.001 g g^-1^ h^-1^, **Figure 8**).

**FIGURE 8:**
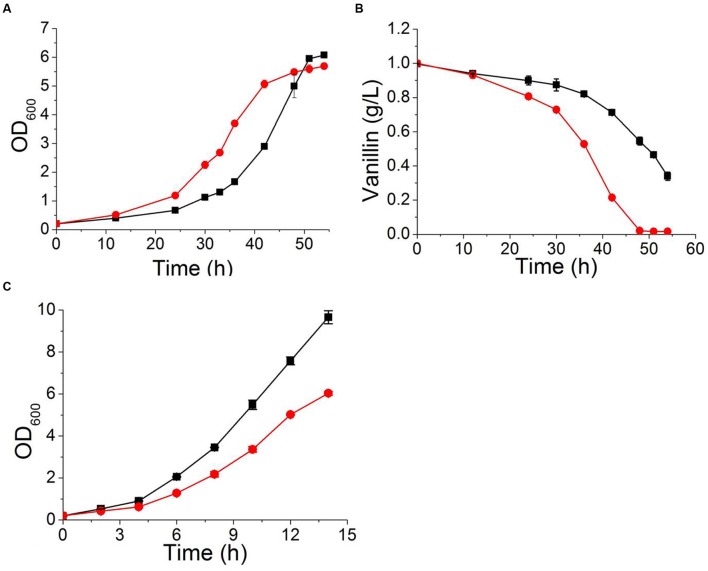
**The characteristics of a strain overexpressing *DBP2* (

) and the control strain BY4741(pJFE1) (

) in Sc-ura containing 6 mM vanillin** **(A,B)** and in Sc-ura without vanillin **(C)**. Data are shown as the mean ± standard deviation of the biological triplicates.

## Discussion

Yrr1p, a Zn_2_-Cys_6_ zinc-finger transcription factor, has been reported to be an activator of genes related to multidrug resistance (Zhang et al., 2001; Le Crom et al., 2002; Teixeira et al., 2008; Kodo et al., 2013). It has been reported that Yrr1p contributes to tolerance of toxicants such as 4-nitroquinoline-*N*-oxide (4-NQO) (Cui et al., 1998). In the present work, we found that the absence of Yrr1p provided yeast strains with vanillin resistance characteristics.

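The authors' deposited table for SD gives *UTH1* the highest Probability of its 8 genes. In the fit, 5 of the 7 that could be tested had an unadjusted p under 0.05, the lowest being 0.0043 for *FMP45* from edgeR's quasi-likelihood test.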

The transcription result showed that only eight genes (**Table 5**) were significantly differentially regulated after *YRR1* deletion when the cells were cultured under vanillin-free conditions. Furthermore, changing the expression levels of these genes had no effect on the vanillin tolerance of strain (data not shown). However, the situation was quite different when strains were cultured under vanillin stress. When vanillin was present, the absence of Yrr1p led to a marked effect on the transcriptome, with at least three related functions: vanillin detoxification, excretion of vanillin or other toxic molecules generated because of vanillin stress, and the promotion of the biological processes of rRNA processing and ribosome biogenesis. In these up-regulated genes, the dehydrogenase gene *ADH7* was the most up-regulated in comparison of BY4741 and BY4741(*yrr1*Δ) when vanillin existed. 

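With vanillin, 0 genes met the limits between BY4741(*yrr1*Δ) and BY4741, and 1264 had an unadjusted p under 0.05. At a fold change of 2 and an FDR of 0.05 from edgeR's quasi-likelihood test 33 genes differed, *ADH7* and *SCH9* as higher in BY4741(*yrr1*Δ) and 31 as lower, *YRR1* among them. At the same limits 228 genes differed in a fit of only the 4 samples with vanillin (119 up and 109 down) and 194 with DESeq2's Wald test (80 up and 114 down), so that the small number of higher genes did not hold under these. At the stricter limits DESeq2's Wald test called 27 (2 up and 25 down), and the test with counting error alone 366. The share of genes whose replicates did not overlap was 57.6%. Scaling by library size alone put the median of all genes at 0.14, and 8 of the 32 genes past these limits were then higher and 24 lower.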

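Between the strains with vanillin *ADH7* had the largest increase of all 5506 genes, with a log2 fold change of 2.63 (standard error 0.27, FDR = 0.0057 from edgeR's quasi-likelihood test, from 2.40 to 2.87 with each library left out). It also has rank 1 among the increases in the authors' deposited table.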

Adh7p and its homologous gene Adh6p were considered to reduce vanillin to vanillyl alcohol (Liu, 2011; Wang et al., 2016). However, the deletion of *ADH7* in BY4741(*yrr1*Δ) didn’t affect its tolerance to vanillin. Hence, *ADH7* was not the main reason why deleting *YRR1* enhanced the strain tolerance to vanillin. Genes for dehydrogenases and ABC transporters were up-regulated under vanillin stress. When Yrr1p was absent, their expression levels were even higher. 

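Between the strains with vanillin, *PDR5* was higher in BY4741(*yrr1*Δ) by 0.40 (standard error 0.17, FDR = 0.197 from edgeR's quasi-likelihood test) and *SNQ2* was lower by a log2 fold change of -1.54 (FDR = 0.0087). The authors' deposited table gives *SNQ2* a log2 ratio of -1.38 and calls it down. *YOR1* differed by 0.094 (FDR = 0.807 from edgeR's test), a value that was -0.13 without replicate 2 of BY4741(*yrr1*Δ) with vanillin and -0.0087 without replicate 1 of BY4741 with vanillin. *OYE2*, YPL088W and *ADH1* had values of -0.18, -0.65 and -0.36 (FDR = 0.573, 0.193 and 0.597 from edgeR's test), and *ADH1* was 0.12 without replicate 2 of BY4741 with vanillin. *ADH2* differed by -0.091 and *ADH6* by 0.35 (FDR = 0.913 and 0.375 from edgeR's test), and *ADH2* was 0.063 when scaled by library size alone.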

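The difference between the strains' responses to vanillin, the interaction of strain and vanillin, had a median of 1.60 on the log2 scale over the 58 ribosome genes of Table 2 and of 1.41 over the 61 chosen by symbol. All 58 and 60 of the 61 were positive. Over all genes tested 0 genes of either list had an FDR of at most 0.05 from edgeR's quasi-likelihood test, and 46 and 17 passed when adjusted over the list alone. The first count is not independent evidence. The second is independent only in part, since all but 37 of the 61 genes are also in the ribosome columns of Table 2. Across all genes 5 passed an FDR of 0.05 for the interaction and 1133 had an unadjusted p under 0.05. With the replicate block 0 passed that FDR, and with DESeq2's Wald test 216.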

Genes involved in ribosome biogenesis and rRNA processing, which are important for protein synthesis, were down-regulated under vanillin stress but up-regulated when Yrr1p was absent. These phenomena suggested that vanillin might be an effector molecule in this context. Vanillin may induce the expression of some genes related to rRNA processing and ribosome biogenesis. However, these genes are directly or indirectly repressed by Yrr1p, only when Yrr1p is absent, their expression are activated by vanillin. The regulatory mechanism of Yrr1p under vanillin stress remain to be discovered.

**Table 5:** The genes significantly regulated after deletion of *YRR1* without vanillin stress.

Gene name	Functions	Expression regulation
*YBR230W-A*	Putative protein of unknown function; *YBR230W-A* has a paralog, *COQ8.*	up
*CAR2*	*L*-ornithine transaminase (OTAse).	up
*FMP45*	Integral membrane protein localized to mitochondria; required for sporulation and maintaining sphingolipid content.	up
*YCL048W-A*	Putative protein of unknown function.	up
*SCS3*	Protein required for inositol prototrophy; required for normal ER membrane biosynthesis.	up
*UTH1*	Mitochondrial inner membrane protein.	up
*YDR276C*	Small plasma membrane protein.	down
*YIL002W-A*	Putative protein of unknown function.	down

ATP-binding cassette transporters have been considered to play a key role in increasing strains’ tolerance to chemicals by exporting inhibitors (Liu, 2011). In the present study, overexpression of *PDR5*, *YOR1*, and *SNQ2* was demonstrated to improve vanillin tolerance. However, overexpressing these large proteins also burdened the cells. The strain overexpressing these genes grow more slowly than wildtype under vanillin-free conditions or after vanillin was depleted. Therefore, their expression should be controlled at a suitable level.

When cells are stimulated by harmful conditions, such as starvation, heat shock, oxidative stress, or acidic stress, translation is depressed (Nomura, 1999; Shenton et al., 2006; Hoyle et al., 2007; Iwaki and Izawa, 2012; Iwaki et al., 2013a; Dever et al., 2016). It has been reported that under the vanillin stress, messenger ribonucleoprotein (mRNP) granule formation (P-bodies and stress granules) may form because the initiation of translation was inhibited and the polysomes were disassembled (Iwaki et al., 2013b). Our transcription results also confirmed that ribosome biogenesis and rRNA processing, which are considered the source of all protein synthesis (Pelava et al., 2016), were significantly inhibited by vanillin. Furthermore, up-regulating ribosome biogenesis and rRNA processing, whether by deleting *YRR1* or overexpressing *DBP2*, improves cell growth under vanillin stress. Only overexpressing single or several genes did not elevate the protein synthesis efficiently, whereas deleting *YRR1* holistically enhanced the ribosome biogenesis and rRNA processing.

## Conclusion

We compared the genome sequence of a vanillin-tolerant strain and its parent. Then, we found that the loss of Yrr1p is an efficient strategy for enhancing the vanillin tolerance of *S. cerevisiae*, likely by improving the strain’s capacity for vanillin detoxification, vanillin excretion, rRNA processing and ribosome biogenesis. Furthermore, the up-regulation of rRNA processing and ribosome biogenesis occurred only in the presence of vanillin, suggesting that vanillin might be an effector molecule in this regulatory process. 

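In SD the 58 ribosome genes of Table 2 had a median log2 fold change of -0.49 between BY4741(*yrr1*Δ) and BY4741, and those chosen by symbol of -0.38, with camera at the preset correlation at FDR = 2.7e-12 and 4.8e-11, limma's fry test at FDR = 0.537 for both and camera with the estimated correlation at FDR = 0.441 for both. Without replicate 2 of BY4741 in SD the medians were 0.24 and 0.14, and without replicate 1 of BY4741(*yrr1*Δ) in SD they were -1.01 and -0.89.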

To our knowledge, this is the first report of a relationship between *YRR1* and vanillin tolerance and the first report of enhancing *S. cerevisiae* vanillin tolerance via up-regulating rRNA processing and ribosome biogenesis. These new findings will provide novel targets for constructing strains tolerant of lignocellulosic materials and valuable insights into the novel functions of *YRR1* in *S. cerevisiae*.

## Author Contributions

XW, YS, and XB conceived and designed the study; XW and ZL participated in the design of experiments and data collection; XW performed genome sequencing and RNA-seq data analysis; XW and YS analyzed data and drafted the manuscript. YS, XB, and JH supervised and coordinated the overall study. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

NADH: Reduced form of nicotinamide adenine dinucleotide
NADPH: Reduced form of nicotinamide adenine dinucleotide phosphate
ROS: reactive oxygen species

How the deposited data were processed for this re-analysis (not part of the article)

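RNA of BY4741 and BY4741(*yrr1*Δ) grown in SD or in SD with 5 mM vanillin was sequenced on an Illumina HiSeq instrument, with 2 biological replicates in each of 4 conditions. For each of the 8 libraries the authors deposited the expected count of each gene, without normalization, and its FPKM, and the paper's text does not name the aligner or the counting tool. The authors deposited for each comparison the mean FPKM of each group, with zeros set to 0.01, the log2 ratio of these means and a Probability, a score from 0 to 1 that is not a p-value. The methods state a fold change of at least 2 and an FDR of at most 0.001, and the deposited tables hold no FDR.

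Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, with filterByExpr, TMM normalization and a quasi-likelihood test on 1 model of the 4 conditions. The adjusted p from edgeR is the Benjamini-Hochberg FDR over the 5506 genes tested of 5782. Comparisons were made between the strains in SD and with vanillin, between vanillin and SD in each strain, and for the interaction of strain and vanillin. Lists of genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with the FDR taken over 11 lists in 5 comparisons, 55 tests, and again with limma's fry and with the correlation estimated. The lists were the ribosome genes in the 3 columns of Table 2, ribosome genes by symbol, the helicase genes, and lists of ribosomal protein, ergosterol, proteasome, Yrr1p target, oxidative stress and general stress genes. The genes named are those the paper names and those with the largest changes past the limits, up to 5 in each direction, and any other named gene was chosen after its values were seen. A gene with at most 3 counts in each library of a group was treated as at the floor. Positions are from the R64 annotation, and the paper's text does not name the build.

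Library totals ran from 2195324 to 2453837 expected counts. The replicate numbers did not pair the samples, and no block was used. On simulated data with 200 changed genes of 5506, the limits recovered 51.5% of them with 0% false calls, and an FDR of 0.05 recovered 88.0% with 7.37% false calls. For the interaction the limits recovered 3.0%, and an FDR of 0.05 recovered 64.0% with 9.86% false calls. The alternatives were DESeq2's size factors in edgeR, library size alone, DESeq2 1.42.0, other filters, limma on log2 of FPKM plus 1 or 0.1, only the 4 samples compared, a replicate block, counting error alone, other limits, and each replicate left out in turn. Growth, enzyme and genome sequence data were not analysed here.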

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

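The tests of scaling, of single cultures, of shared reads, of exchanged strains, of the state of the cultures, of gene length between duplicates, of gene length and GC content for the stress genes and of fragmentation were chosen only after the result was seen, and the other tests of gene length and GC content, of the most abundant genes and of the ribosomal protein genes were chosen before it. The comparisons, the limits and most alternatives were chosen before the data were examined.

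Among the tests of whole lists, the response of ribosome genes to vanillin differed between the strains by camera at its preset correlation only. Among single genes of the list by symbol, 17 of 61 passed an FDR of 0.05 from edgeR's quasi-likelihood test adjusted over the list alone. Over all genes tested 0 of them passed. The median interaction of strain and vanillin was 1.60 on the log2 scale for the 58 genes of Table 2 between the strains, 1.41 for the 61 genes chosen by symbol, 1.85 for the 12 genes of the BY4741 column, 1.59 for the 34 of the BY4741(*yrr1*Δ) column and 1.68 for the 9 helicase genes. Without replicate 2 of BY4741 in SD these medians were 0.97, 0.77, 1.18, 0.82 and 1.04, and without replicate 1 of BY4741(*yrr1*Δ) in SD they were 2.15, 1.89, 2.41, 2.18 and 2.21. These lists overlap, and the study picked all but the second from these libraries. Neither fry nor camera with the estimated correlation passed for any of them. Camera with the estimated correlation passed for no list in any comparison. Its smallest FDR was 0.066, for the Yrr1p target genes with vanillin in BY4741, so its failure does not set the ribosome lists apart. For the higher level of the genes chosen by symbol in BY4741(*yrr1*Δ) with vanillin, the tables argue against scaling between libraries as the whole cause, since over 5 scalings the median stayed at least 1.01 above that of all genes. It was 0.93 after the trend with gene length was removed, 0.87 after that with GC content and 1.03 without the 10 most abundant genes. With each of the libraries left out the median ran from 0.82 to 1.19, and the duplicates with vanillin differed by -0.29 in BY4741 and 0.21 in BY4741(*yrr1*Δ), so that no single library accounts for it. Differences between cultures of 1 condition stay open, because the duplicates in SD differed by up to 0.98 in the same list and fry did not pass.

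That largest difference lay between the BY4741 libraries in SD, and the BY4741(*yrr1*Δ) libraries in SD differed by -0.74 in the opposite order. An exchange of strains is argued against by the *YRR1* counts, of which the smallest in a BY4741 library was 73. The difference was 0.91 after the trend with gene length was removed and 0.95 after that with GC content. The general stress genes differed by -0.97 between the same BY4741 libraries, which is consistent with cultures in different states of growth or stress, while the ribosomal protein genes differed by -0.14. A biological effect of the deletion on these genes in SD was not separable from this.

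As a list, the 14 Yrr1p target genes responded less to vanillin in BY4741(*yrr1*Δ), with a median interaction of -0.73. The interaction was negative for 11 of them and positive for 3, *YOR1* (0.18), YGR035C (0.34) and *LAF1* (0.34). Their median between the strains with vanillin was -0.60, with 11 genes lower and 3 higher. The median interaction nearest to 0 with a library left out was -0.49, without replicate 1 of BY4741(*yrr1*Δ) in SD. Fry gave FDR = 0.013 and 0.0082 for these, and camera with the estimated correlation gave FDR = 0.213 for both. The tables argue against scaling, under which the median nearest to that of all genes was -0.57, and against single cultures, where the median nearest to 0 with a library left out was -0.53 and the duplicates of a condition differed by at most 0.26 in size, from -0.26 to 0.24. It was -0.54 after the trend with gene length was removed and -0.52 after that with GC content. Missing activation by Yrr1p stays open as a hypothesis, since the interaction that it needs is the pattern itself and no other value was set against it. The list holds *SNQ2*, *YOR1* and YPL088W, which the paper names, and *CIS1* was at the floor.

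The oxidative stress genes had a median interaction of -0.55 and the general stress genes of -0.87 and fry gave FDR = 0.065 and 0.239. The tables argue against scaling, under which the medians nearest to that of all genes were -0.56 and -0.87, and against gene length as the whole cause, with -0.43 and -0.79 after that trend was removed. After the trend with GC content was removed they were -0.27 and -0.44. For the oxidative stress genes this argues against GC content as the whole cause, although part of the median went with it. GC content stays open for the general stress genes. There -0.44 was smaller in size than the standard error that the replicates give an interaction. With each of the libraries left out the oxidative stress median ran from -0.63 to -0.47. The general stress median ran from -1.18 without replicate 1 of BY4741 in SD to -0.52 without replicate 2. The duplicates of a condition differed by up to 0.97 in the general stress genes, so that differences between single cultures stay open there. In the oxidative stress genes they differed by at most 0.18, which argues against single cultures, although fry did not pass. A biological explanation was not tested for either list.

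For 5 genes the interaction passed an FDR of 0.05 from edgeR's quasi-likelihood test, at 0.037 for each. They were *BDH1* (-2.0), *GPG1* (-2.80), *SNG1* (-3.58), *TDH1* (-2.12) and *ZPS1* (-3.80), chosen after their values were seen. With the replicate block 0 genes passed, with a smallest FDR of 0.0989 and 1023 genes at an unadjusted p under 0.05. With DESeq2's Wald test 216 genes passed. Over the alternatives the highest FDR was 0.0989 for *BDH1* and *ZPS1*, 0.122 for *TDH1* and *GPG1* and 0.169 for *SNG1*, and DESeq2's Wald test gave from 2.4e-12 to 1.7e-07. The value nearest to 0 among them was -1.99 over 5 scalings, -1.91 after the trend with gene length was removed and -1.42 after that with GC content. Reads shared with a similar copy are argued against for 4 of them, 4 of 4 having whole expected counts in every library. For *TDH1*, whose counts were not all whole, the higher of the interactions of *TDH2* and *TDH3* was -0.74, so that neither copy gained what *TDH1* lost. An effect of the deletion remains a hypothesis.

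Genes the paper does not name made up 141 of the 150 genes past a fold change of 2 and an FDR of 0.05 with vanillin in BY4741 (37 down and the others up), 389 of 407 in BY4741(*yrr1*Δ) (145 up and 244 down) and 30 of 33 between the strains with vanillin (1 up and 29 down). An excess of lower genes between the strains was not seen in a fit of only the 4 samples with vanillin (119 up and 109 down). Gene length and GC content stay open for it, since the 31 and 31 genes still lower after these trends were removed had been picked for being lower. Scaling between libraries stays open too, because the share of such genes lower than the median of all genes was 75% at its smallest over 5 scalings, at the limit set for the test and not past it.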

How the results depend on the processing

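The crossed replicate block and the alternatives for all lists other than the ribosome genes of Table 2 between the strains and those by symbol were chosen after seeing the data. Scaling by library size alone put the median of all genes at -0.13 in BY4741, 0.13 in BY4741(*yrr1*Δ) and 0.14 between the strains with vanillin.

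The number of genes called between the strains in SD was 0, and 1 with DESeq2, 30 with counting error alone, 1 at a fold change of 2 and an FDR of 0.05, 1 at an FDR of 0.05 and 14 with the crossed replicate block. In BY4741 it was 10, and 111 with DESeq2, 5 with only the 4 samples, 1 with the replicate block, 353 with counting error alone, 150 at a fold change of 2 and an FDR of 0.05 and 173 at an FDR of 0.05. In BY4741(*yrr1*Δ) it was 15, and under the same alternatives 213, 4, 5 (replicate block), 579, 407 and 617. Between the strains with vanillin it was 0, and 1 with library size alone, 1 with limma on log2 of FPKM plus 0.1, 27 with DESeq2, 366 with counting error alone, 33 at a fold change of 2 and an FDR of 0.05 and 34 at an FDR of 0.05. For the interaction it was 0, and 16 with DESeq2, 726 with counting error alone, 5 at a fold change of 2 and an FDR of 0.05 and 5 at an FDR of 0.05. Counting error alone leaves out the variation of replicates by construction, and for the others the cause was not tested. Past a fold change of 2 and an FDR of 0.05 in BY4741(*yrr1*Δ), 156 genes were up and 251 down, and 242 up and 205 down with library size alone. Between the strains with vanillin, 2 were up and 31 down at these limits, and 119 up and 109 down with only the 4 samples, 80 up and 114 down with DESeq2, and 1 up and 11 down with the replicate block.

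No ribosome list passed fry or the estimated correlation, and none of the other lists passed the latter in any comparison. For the Table 2 list the medians were -0.49 between the strains in SD, -0.74 in BY4741, 0.93 in BY4741(*yrr1*Δ) and 1.17 between the strains with vanillin, with fry at FDR = 0.537, 0.451, 0.252 and 0.238. For the list by symbol they were -0.38, -0.63, 0.73 and 1.03, with fry at FDR = 0.537, 0.443, 0.277 and 0.239. The correlation between genes of a list, which camera's preset takes as 0.01, is what camera with the estimated correlation changes. Fry is a different test, which does not set a list against the other genes. With each library left out, the Table 2 list ran from -1.01 to 0.24, -1.23 to -0.032, 0.51 to 1.48 and 1.00 to 1.34 in the same comparisons, and the list by symbol from -0.89 to 0.14, -1.07 to -0.066, 0.40 to 1.25 and 0.82 to 1.19. The values 0.24 and 0.14 and those nearest to 0 in BY4741 came without replicate 2 of BY4741 in SD. Without that library the helicase list between the strains in SD, which ran from -1.10 to 0.12, was 0.12, and the general stress list, which ran from -0.038 to 0.70, was -0.038. The interaction of *ADH7* was 2.15 with DESeq2 (FDR = 0.0024, from 0.0024 to 0.169 over the alternatives) and ran from 1.76 to 2.48 with each library left out.

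Between the strains with vanillin the ribosomal protein list was 0.026 with library size alone and 0.062 and 0.062 with limma on log2 of FPKM plus 1 or 0.1, the ergosterol list 0.046, 0.053 and 0.053, the proteasome list 0.076, 0.084 and 0.084 and *ADH2* 0.063, 0.073 and 0.075. All lie below the shift of all genes. With each library left out *ADH2* ran from -0.22 to 0.027 there, and from -0.030 to 1.47 with vanillin in BY4741(*yrr1*Δ). *ADH6* ran from -0.028 to 0.35 in BY4741, *ADH1* from -0.72 to 0.12 between the strains with vanillin, and *YOR1* from -0.13 to 0.28 there, with -0.0087 without replicate 1 of BY4741 with vanillin, and from -0.035 to 0.37 for the interaction. *UTH1* ran from -0.12 to 1.84 between the strains in SD, and *HXT2* and *HXT4* from -0.90 to 1.84 and from -1.27 to 2.11 in BY4741(*yrr1*Δ). The cause was not tested for these. Apart from the fits with a library left out, 57 other results were weaker, 13 stronger and 651 the same.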

Differences from the paper's values

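Between the strains in SD, 0 genes were called against the paper's 8. None of the alternatives set before the data were examined closed the gap, with 0, 1 or 30 genes called, and the crossed replicate block, chosen after seeing the values, called 14. In the authors' deposited table a Probability of at least 0.8 and an absolute log2 ratio of at least 1 give the 8 genes. The same cutoffs give their 240 calls in BY4741, 357 in BY4741(*yrr1*Δ) and 217 between the strains with vanillin. That score was not among the alternatives. In BY4741, 10 genes were called with vanillin against the paper's more than 200. Counting error alone called more than 200 (353). A fold change of 2 and an FDR of 0.05 (150) and an FDR of 0.05 (173) came within 1.5 times of 200 and stayed below it, and the others did not come as near. In BY4741(*yrr1*Δ), 15 genes were called against the paper's more than 200. The gap closed with DESeq2 (213), counting error alone (579), a fold change of 2 and an FDR of 0.05 (407) and an FDR of 0.05 (617), and not with the others.

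Of the genes called in the authors' deposited tables, counting error alone called 6 between the strains in SD, 204 in BY4741 and 313 in BY4741(*yrr1*Δ).

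The paper states that the expression of the ABC transporter genes was higher in BY4741(*yrr1*Δ) than in BY4741 with vanillin, and *SNQ2* was lower here, with a log2 fold change of -1.54 between the strains. *PDR5* was higher by 0.40 with FDR = 0.197 from edgeR's quasi-likelihood test, and its response was larger by 0.39 with FDR = 0.378 from the same edgeR test, where the paper states a greater up-regulation. The paper describes the decrease of *DBP2* in BY4741 as the most significant among genes up-regulated in BY4741(*yrr1*Δ). By log2 fold change it ranked 4 of the 1347 genes that moved in these directions here. By log2 ratio it ranks 1 of 5 in the authors' deposited tables. Its decrease had an unadjusted p of 0.117 and FDR = 0.388 from edgeR's quasi-likelihood test. Of the 58 ribosome genes of Table 2, 11 had an unadjusted p under 0.05 in BY4741 from that test, and *DBP2* was not among them. The paper lists *ADH2* as up-regulated in BY4741(*yrr1*Δ), where it changed by 0.55 here (FDR = 0.404 from edgeR's quasi-likelihood test). The paper marks *SNQ2* in BY4741(*yrr1*Δ) as a change below its fold limit and *YOR1* as one past it, and they were 2.85-fold and 1.80-fold here.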

Other observations

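The test of fragmentation was chosen only after the result was seen, and that of the ribosomal protein genes before it. Fold changes between the strains with vanillin rose with gene length, with a Spearman correlation of 0.42 across genes, which are not independent replicates. Short ribosomal protein genes are argued against as the cause, since the correlation was 0.42 without them. Fragmentation or degradation of RNA that differs between libraries cannot be told apart from an effect of the strain, because the difference between 2 libraries of 1 condition had a correlation of up to 0.32 in size with gene length. No biological explanation was tested.

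In the other comparisons the lists had these medians. The ribosomal protein genes changed by -0.07 in BY4741 and -0.10 in BY4741(*yrr1*Δ) with vanillin, the ergosterol genes by 0.09 and 0.08, the proteasome genes by -0.01 and -0.14, the Yrr1p target genes by 1.43 and 1.00, the oxidative stress genes by 0.39 and -0.07 and the general stress genes by -0.58 and -1.67. The general stress median in BY4741 was -0.13 without replicate 1 in SD and -0.91 without replicate 2. Leaving out 1 library turned the ribosomal protein median in BY4741(*yrr1*Δ) to 0.14 (replicate 1 in SD), the ergosterol median in BY4741(*yrr1*Δ) to -0.032 (replicate 2 in SD) and the proteasome median in BY4741 to 0.048 (replicate 1 with vanillin). The ribosomal protein median in BY4741 was -0.13 without replicate 2 in SD, the ergosterol median in BY4741 0.18 without replicate 1 with vanillin, and the oxidative stress median in BY4741(*yrr1*Δ) -0.18 without replicate 1 in SD.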
